# Induction of lipid oxidation by polyunsaturated fatty acids of marine origin in small intestine of mice fed a high-fat diet

**DOI:** 10.1186/1471-2164-10-110

**Published:** 2009-03-16

**Authors:** Evert M van Schothorst, Pavel Flachs, Nicole LW Franssen-van Hal, Ondrej Kuda, Annelies Bunschoten, Jos Molthoff, Carolien Vink, Guido JEJ Hooiveld, Jan Kopecky, Jaap Keijer

## Abstract

**Background:**

Dietary polyunsaturated fatty acids (PUFA), in particular the long chain marine fatty acids docosahexaenoic (DHA) and eicosapentaenoic (EPA), are linked to many health benefits in humans and in animal models. Little is known of the molecular response to DHA and EPA of the small intestine, and the potential contribution of this organ to the beneficial effects of these fatty acids. Here, we assessed gene expression changes induced by DHA and EPA in the wildtype C57BL/6J murine small intestine using whole genome microarrays and functionally characterized the most prominent biological process.

**Results:**

The main biological process affected based on gene expression analysis was lipid metabolism. Fatty acid uptake, peroxisomal and mitochondrial beta-oxidation, and omega-oxidation of fatty acids were all increased. Quantitative real time PCR, and -in a second animal experiment- intestinal fatty acid oxidation measurements confirmed significant gene expression differences and showed in a dose-dependent manner significant changes at biological functional level. Furthermore, no major changes in the expression of lipid metabolism genes were observed in the colon.

**Conclusion:**

We show that marine n-3 fatty acids regulate small intestinal gene expression and increase fatty acid oxidation. Since this organ contributes significantly to whole organism energy use, this effect on the small intestine may well contribute to the beneficial physiological effects of marine PUFAs under conditions that will normally lead to development of obesity, insulin resistance and diabetes.

## Background

Diets rich in polyunsaturated fatty acids (PUFA) of n-3 series show many beneficial health effects, both in animal models and humans. These include effects on cardiovascular and immune systems, on glucose homeostasis, as well as on the accumulation of body fat (e.g. reviewed by [1-3]). However, recent epidemiological studies started a debate on the possible health benefits of n-3 PUFA [4,5]. To resolve the potential health benefits of these fatty acids, knowledge of the underlying mechanisms is needed.

To elucidate molecular effects of n-3 PUFA *in vivo*, gene expression analyses have been undertaken in animal models using a variety of dietary fatty acids in several tissues, including brain, liver, heart, and adipose [6-16]. The majority of those studies focused on liver and white adipose tissue (WAT), which is not surprising given the fact that these are considered the main target organs in a dietary intervention with fatty acids. Since the intestine contributes to a significant extend to the resting metabolic rate and daily energy expenditure [17], it is of relevance to also understand the effects on this organ. Recent studies [18,19] also showed a clear and significant difference of intestinal gene expression between diets high in diacylglycerol versus triacylglycerol, indicating a profound contribution of the small intestine to fatty acid metabolism. Moreover, induction of lipid catabolism genes in the intestine may be involved in the anti-obesity effect of diacylglycerols as compared with triacylglycerols [18,19] and it may even contribute to a differential sensitivity of two inbred mice strains to an obesogenic high-fat diet [20].

Since the most prominent health benefits have been associated with the long-chain n-3 PUFA of marine origin (for references see [21,22]), we have investigated the molecular effects of eicosapentaenoic acid (EPA; 20:5 n-3) and docosahexaenoic acid (DHA; 22:6 n-3) in n-3 high-fat diets. These diets, which do not differ in the total amount of fat relative to control, will be further referred to as EPA&DHA. In our previous studies using similar diets, we showed an anti-adipogenic effect of EPA&DHA [8,23], which was associated with induction of mitochondrial biogenesis and beta-oxidation of fatty acids in WAT, but not in the liver [8].

We hypothesized that, using long-term dietary intervention studies, dietary fatty acid composition may modulate gene expression and lipid metabolism in the intestine, and that especially EPA and DHA may stimulate expression of genes involved in lipid catabolism. To examine this, we performed gene expression analysis of the mouse small intestine and colon, using whole genome oligonucleotide arrays and validation experiments using quantitative real time PCR (qRT-PCR). Results were confirmed in an additional animal experiment by both qRT-PCR and functional intestinal fatty acid beta oxidation measurements.

## Results

### Phenotypic effects of EPA&DHA

Dietary intervention with EPA&DHA in wildtype mice resulted in anti-adipogenic and anti-diabetic effects as described before: significantly lower body weight and epididymal adipose tissue weight, while food intake was non-significantly different [8,23]. Furthermore, the intake of EPA&DHA increased adiponectin expression and secretion from WAT, and protected the mice against induction of insulin resistance by the high-fat diet [23]. Indeed, glucose tolerance tests showed significantly increased glucose tolerance (decreased area under the curves) by increasing amounts of EPA&DHA in the diets, correlating with decreased fasting plasma insulin levels (data not shown). This was associated with induction of mitochondrial biogenesis and beta-oxidation of fatty acids in WAT based on gene and protein expression, but not in the liver [8]. However, the role of the intestine in the improved whole-body metabolic phenotype has not yet been analysed in detail.

### Effects of EPA&DHA on small intestinal gene expression; analysis of genes expressed in both control and intervention group

To investigate the effects of EPA&DHA on gene expression in the intestinal tract, we isolated RNA from scrapings from small intestine of mice following a 4-week dietary intervention. We compared, using whole genome microarray analysis as initial step, the control sHF diet, which was rich in ALA and free of EPA or DHA, with the isocaloric sHFf-F2 diet, in which 44% of lipids were replaced by an EPA and DHA concentrate.

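Male C57BL/6J mice, an inbred laboratory strain, were 4 months old and received semisynthetic diets with 20% fat by weight for 4 weeks. Flaxseed oil supplied the fat of the control diet, and ALA, its main n-3 fatty acid, is the precursor from which the body makes EPA and DHA. The concentrate in the EPA&DHA diet held 6% EPA and 51% DHA. Of the 12 mice fed each diet, RNA from 10 control mice and from 11 EPA&DHA mice was combined into 1 pool per diet. Each pool was hybridized to 1 Affymetrix mouse array, on which a set of short probes (a probeset) reads each transcript. The methods describe epithelial cells scraped from the intestine, whereas the sample labels describe whole small intestine homogenized for RNA. The authors summarized the intensity of each probeset with MAS 5.0 and scaled both arrays, and the 2% trimmed mean of the deposited signals was the same on each. With 1 array per diet there are no replicates, so differences between mice were not measured and no test, standard error or p-value was computed. Values are given as the ratio of the EPA&DHA signal to the control signal or as its log2.
The 24270 probesets with the highest mean log2 signal were kept, the number that the paper gives as expressed, and the dimmest of them had a mean signal of 51.1. Detection calls and change p-values of MAS 5.0 were not used here. Over the kept probesets the median log2 ratio was -0.04, and the log2 signals of the arrays correlated across probesets with r = 0.976, where probesets are not independent replicates. The robust SD of the log2 ratios was 0.62 among the 6068 dimmest kept probesets and 0.24 among the 6068 brightest. For each probeset, the robust SD over the 500 probesets nearest in signal is called the local SD. A gene is represented by its brightest probeset that reads this gene alone, which gave values for 11687 genes. In 5321 genes with more than 1 kept probeset, the log2 ratios of the brightest and the next differed with an SD of 0.53. The bacterial transcripts added at hybridization, read by 18 probesets, had log2 ratios from -0.23 to 0.10. Poly-A transcripts spiked into the RNA before labelling, read by 24 probesets, were 1.27-fold higher in median on the EPA&DHA array. The ratio of signal at the 3' end to signal at the 5' end, a measure of intact RNA, was 0.932 on the control array and 0.793 on the EPA&DHA array for Gapdh. For Actb it was 1.22 and 1.16.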

In total, 155 probesets, corresponding to 134 well-annotated genes, showed a significant regulation with an absolute fold change (FC) ≥ 2.0 [see Additional file 1]. This list of 134 genes comprised 110 unique genes, and increased expression was observed for 80 (102 probesets) unique genes, while 30 (32 probesets) unique genes showed decreased expression (Table 1). 

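Acot1, a thioesterase that frees fatty acids from coenzyme A, was 7.57-fold higher on EPA&DHA. Ciart, a repressor of the circadian clock, had a still larger ratio, but its control signal of 16.8 was far under the lowest mean signal kept and its local SD was 0.71. That ratio rests on a dim value. Digestive enzymes made by the pancreas were also high on this list, with Cpb1 (carboxypeptidase B1) 6.47-fold and Ctrb1 (chymotrypsinogen B1) 5.59-fold higher. At the other end, Slc34a2, a phosphate transporter, had a signal of 7564 on the control diet and 1464 on EPA&DHA, a log2 ratio of -2.37. Pla2g4c, a phospholipase that releases fatty acids from membrane lipids, was 6.42-fold and 5.04-fold lower on its probesets. Among genes whose kept probesets all lay on the same side of 1, the 15 highest had log2 ratios of at least 2.03 and the 15 lowest of at most -2.23.
Of the 24270 kept probesets, 554 were at least 2-fold higher on EPA&DHA and 620 at least 2-fold lower, and 47.2% of these were higher. The split depended on the scaling of the arrays, with 667 higher and 494 lower after quantile normalization and 685 and 476 after a loess correction. When probesets also had to lie outside 3 local SDs, 246 were higher and 79 lower. Counted over genes, 182 of 11687 were at least 2-fold higher and 260 at least 2-fold lower. Simulated arrays with the same spread put 727 of the 24070 probesets without a planted difference at least 2-fold apart. That spread was taken from the ratios between the pools and so includes any difference between them. The 727 is therefore not a count of false positives.

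**Figure D1:**
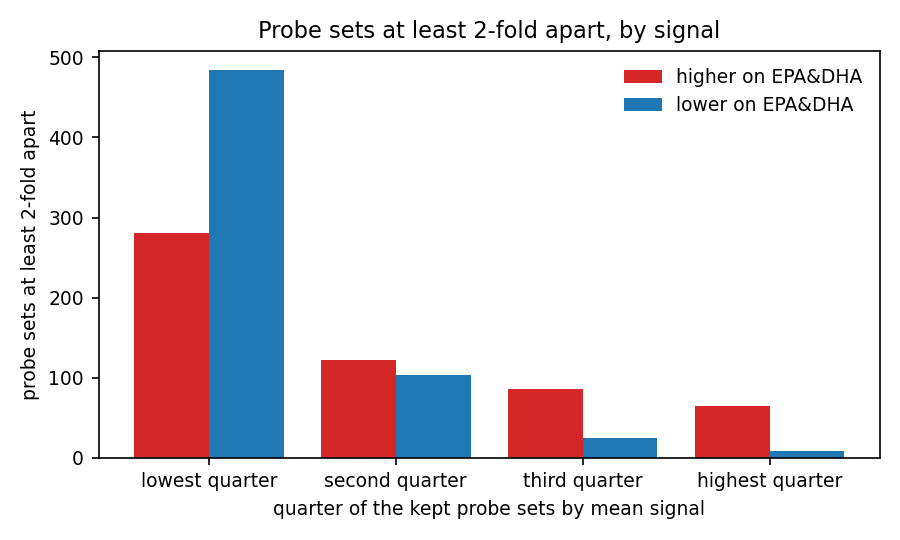
Number of kept probesets at least 2-fold higher (red) or lower (blue) on EPA&DHA than on the control diet, in 4 equal groups ordered by mean signal (x axis). In the group with the lowest signals 281 were higher and 484 lower, and in the group with the highest signals 65 were higher and 8 lower.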

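The lists of peroxisomal and mitochondrial β-oxidation had medians above their random lists and cholesterol biosynthesis had one below, although not every member passed 1.5-fold. Genes that take up and bind fatty acids were mixed. In fatty acid uptake and binding, 2 of 10 measured genes were at least 1.5-fold higher and 0 at least 1.5-fold lower. The higher ones were Cd36, a fatty acid translocase, and Slc27a2, a transport protein that activates very long chain fatty acids, with a log2 ratio of 0.61. The cytosolic fatty acid binding proteins Fabp1 and Fabp2 had log2 ratios of -0.23 and -0.30. The median of this list was 0.10, high among its random lists but within the bounds.
Each list was compared with 10000 random lists of the same size drawn from genes of similar signal, which describes these arrays and is not a test of the diet. Of 57 lists with at least 3 measured genes, 17 had a median outside the central 99% of their random lists. Of these, 11 were among the 45 lists outside the pathways of the study. Chance would give 0.57 lists outside if genes within a list varied independently, as in the random lists. Genes of a pathway or cell type may vary together and some lists share members, so 17 against 0.57 does not measure an excess. The paper names many members of the lipid lists from the same arrays, so their direction is not independent evidence.

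**Figure D2:**
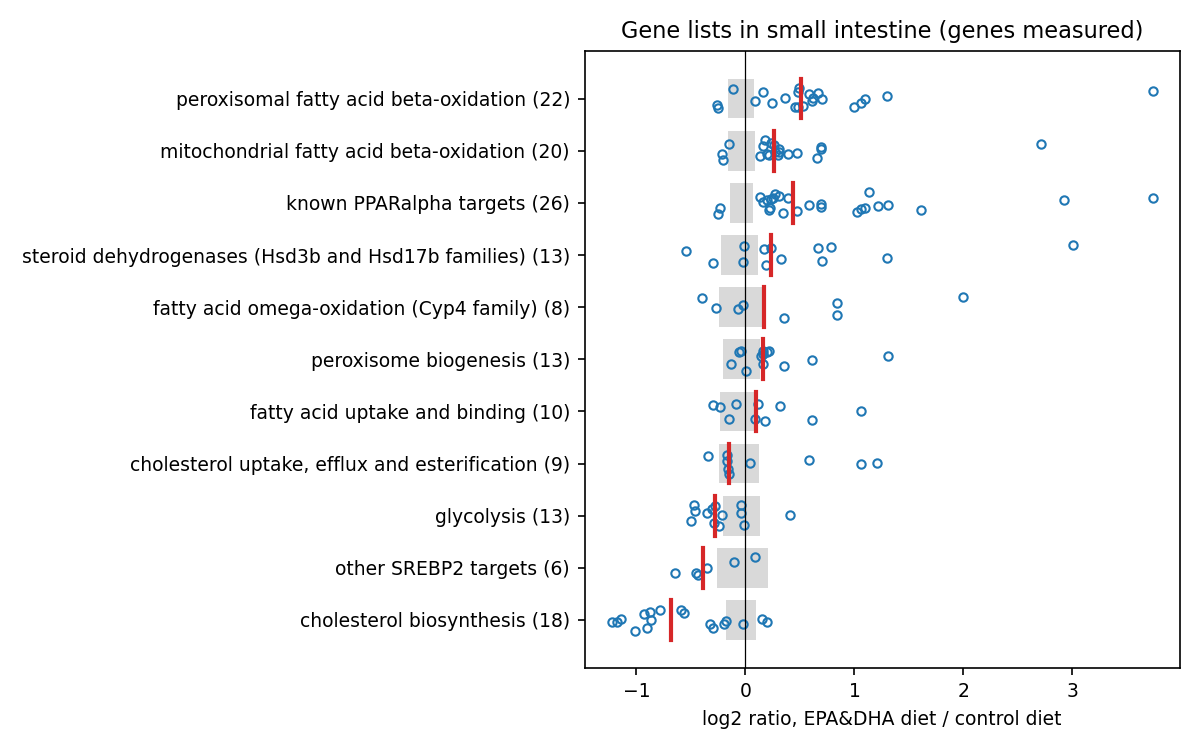
Log2 ratio of EPA&DHA over control diet (x axis) for each measured gene (circles) of 11 lists, with the number of genes in brackets. Red bars are the list medians, and grey boxes hold the central 95% of medians of random lists of similar signal. Medians run from 0.51 for peroxisomal beta-oxidation to -0.68 for cholesterol biosynthesis.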

Functional interpretation using gene ontology and pathway analysis showed metabolism as highly regulated, which included changes in fatty acid uptake, fatty acid oxidation and cholesterol biosynthesis, amongst others. Of note, most, if not all, pathways selected were linked together by the energy molecule acetyl-CoA. 

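The lists of lipid metabolism stood among other groups of genes. The lists were ordered here by median log2 ratio, which uses no fold threshold. The paper instead ranked pathways by their number of significantly regulated genes, given the number expressed, so the 2 rankings cannot be compared directly. By median, the highest list was that of the exocrine pancreas, the gland cells that make digestive enzymes. Peroxisomal beta-oxidation, the circadian clock, genes that respond to glucocorticoids and fasting, known PPARα targets and xenobiotic metabolism followed. The lowest lists were mast cells, with only 3 measured genes, cholesterol biosynthesis, and B and plasma cells. Absorptive enterocytes, the main cells of the epithelium, had 1 of 22 marker genes at least 1.5-fold higher and 0 lower, and a median of -0.10 near that of their random lists.
Over single probesets, 1955 of 24270 were at least 1.5-fold higher on EPA&DHA and 2147 at least 1.5-fold lower. Requiring 3 local SDs as well left 403 higher and 115 lower. Among the 6068 brightest probesets 249 were higher and 107 lower, and among the 6068 dimmest 866 and 1248. Over genes, 723 were higher and 923 lower. In simulated arrays, 3378 of the 24070 probesets without a planted difference were at least 1.5-fold apart, which for the same reason is not a count of false positives.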

The approach using a FC ≥ 1.5 as threshold resulted in a similar list of regulated pathways, of which metabolism, and especially lipid metabolism ranked highest (a more detailed description of these approaches and detailed results are described additionally [see Additional file 2]). Since it is known that a dietary intervention at physiological levels generally gives small effects on gene expression changes ([24,25], own unpublished observations), and the sufficiently large group of genes with FC ≥ 2.0, we focussed on those 100 unique, differentially expressed genes (see Table 1).

**Table 1:** Differentially expressed, unique genes classified in biological processes.

Process	Upregulated	Downregulated	Total
Metabolism	40	9	49
Transport	4	3	7
Apoptosis/cell cycle	4	2	6
Cell adhesion/homeostasis/structure	4	1	5
Digestion	4	0	4
Immune system	1	3	4
Hemopoiesis	1	2	3
Transcription/translation	3	0	3
Signal transduction	2	0	2
Steroid hormone metabolism	2	0	2
Miscellaneous/unknown	8	7	15

Total:	73	27	100

Unique genes (expressed in both dietary groups, FC ≥ 2.0) are classified in 11 processes, and ranked on total number of genes per process. Number of genes upregulated or downregulated by EPA&DHA in small intestine is as indicated.

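Of 22 measured genes of peroxisomal β-oxidation, the pathway that shortens very long and branched chain fatty acids, 9 were at least 1.5-fold higher on EPA&DHA and 0 were at least 1.5-fold lower. Their median log2 ratio of 0.51 lay above all 10000 random lists. Acox2, the oxidase that starts the breakdown of branched chains, was 2.46-fold higher, with signals of 650 on the control diet and 1599 on EPA&DHA. Eci2, an isomerase needed for unsaturated fatty acids, was 2.08-fold higher. Acot4, a peroxisomal thioesterase, had a log2 ratio of 1.00, and Ehhadh, which carries out the middle steps of the pathway, 0.58. The oxidase Acox3 and the sterol carrier Scp2 had log2 ratios of -0.11 and -0.26.
Fatty acid ω-oxidation starts with hydroxylation of the last carbon by cytochromes P450 of the Cyp4 family. The probeset shared by Cyp4a10 and Cyp4a31, which cannot be assigned to either gene alone, had a signal of 3055 on the control diet and 20845 on EPA&DHA, 6.82-fold higher with a local SD of 0.23 on the log2 scale. Cyp4a31 on a probeset of its own was 3.99-fold higher, from a dim control signal of 51.7. Of 8 measured genes of the Cyp4 family and the dehydrogenases that complete ω-oxidation, 3 were at least 1.5-fold higher and 0 lower. They were Cyp4a31, Cyp4b1 and the fatty aldehyde dehydrogenase Aldh3a2, the last of these with a log2 ratio of 0.84. The Cyp4f genes lay lower, down to -0.40 for Cyp4f14. The bright probeset shared by Cyp4a10 and Cyp4a31 entered neither the count nor any median of this list, because it does not read 1 gene alone. The median of this list was 0.17, above 98.1% of random lists, and depended on the probesets used. It was -0.02 with only the brightest probesets, inside the bounds, but outside them without a filter, with averaged probesets (0.27) and without probesets that may bind related genes (0.38).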

Detailed inspection of the expression data ([see Additional file 1]; see also for full names of the genes) revealed that EPA&DHA induced expression of the genes involved in branched chain and/or straight chain fatty acid β-oxidation occurring in peroxisomes and mitochondria, and fatty acid ω-oxidation, the latter is indicated by the increased expression of *Cyp4a10 *(FC = 5.6). Furthermore, induction of the peroxisomal biogenesis factor gene *Pex11a *(FC = 2.2) might imply an increase in the number of peroxisomes.

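Pex11a, which takes part in the division of peroxisomes, had a signal of 2325 on the control diet and 5768 on EPA&DHA, 2.48-fold higher. The other probeset of Pex11a was 2.61-fold higher, and the log2 ratio of 1.31 on the first compares with a local SD of 0.20. Of 13 measured peroxin genes, which build the peroxisome, 2 were at least 1.5-fold higher and 0 at least 1.5-fold lower. The other one was Pex6, part of the machinery that recycles the import receptor, with a log2 ratio of 0.61 on its brightest probeset, which may bind related genes, and -0.18 on the brightest probeset without that limit. The brightest probesets of Pex16 and Pex2 had log2 ratios of 0.36 and 0.22, but their other kept probesets stood at -0.46 and -0.60. Pex7 was at -0.13. The median of the peroxin list was 0.16, above 98.7% of random lists. It was 0.02 when all kept probesets of each gene were averaged.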

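Cpt1a, the outer membrane carnitine palmitoyltransferase that commits fatty acids to mitochondria, was 1.31-fold higher on its brightest probeset, with signals of 4293 on the control diet and 5643 on EPA&DHA. Its other probesets were dimmer and may bind related genes. They were 3.95-fold higher, from 303 to 1198, and 4.19-fold higher, from 157 to 657. Hadhb, the thiolase subunit of the mitochondrial trifunctional protein, was 1.24-fold higher on its brightest probeset and 2.36-fold and 1.55-fold higher on the other 2. Of 20 measured genes of mitochondrial β-oxidation, 4 were at least 1.5-fold higher and 0 at least 1.5-fold lower. These were Acacb, the acyl-CoA dehydrogenase Acadl (log2 ratio 0.69), the carnitine carrier Slc25a20 (0.69) and the thiolase Acaa2 (0.66). The product of Acacb inhibits carnitine palmitoyltransferase 1, so a higher Acacb signal is no measure of more β-oxidation. Its control signal of 36.3 was also under the level of the filter. The hydratase Echs1 and the dehydrogenase Hadh had log2 ratios of -0.20 and -0.21. The median of the list was 0.27, above all 10000 random lists.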

In mitochondria, β-oxidation downstream of peroxisomal branched chain oxidation was upregulated by EPA&DHA, as suggested by increased expression of the genes *CPT1a *(FC = 2.9), and *Hadhb *(FC = 2.2) amongst others. Activity of carnitine palmitoyltransferase 1 (encoded by *Cpt1a*) is rate-limiting in mitochondrial fatty acid uptake for β-oxidation. The gene encoding 3-hydroxy-3-methyglutaryl-CoA synthase (*Hmgcs2*) was also very strongly upregulated (FC = 4.6), in accordance with the fact that in liver this enzyme is the rate limiting enzyme in the synthesis of ketone bodies from the acetyl-CoA generated by fatty acid β-oxidation. 

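Pdk4, a kinase that inactivates pyruvate dehydrogenase and so keeps pyruvate out of the citric acid cycle, was 3.06-fold higher on EPA&DHA. Its signal was 1407 on the control diet and 4308 on EPA&DHA, and the log2 ratio of 1.61 compares with a local SD of 0.24. None of 13 measured genes of glycolysis was at least 1.5-fold apart between the diets, but 12 of the 13 had a log2 ratio below 0. The lowest was Pfkm, a phosphofructokinase, at -0.50, followed by the hexokinases Hk1 and Hk2, both at -0.47, while the phosphofructokinase Pfkl stood at 0.41. The median was -0.28, at percentile 0.25 of random lists. After quantile normalization it was -0.22, at percentile 1.30.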

Importantly, also expression of *Pdk4 *was increased by EPA&DHA (FC = 3.0), which strongly suggested a switch from glycolysis to fatty acid oxidation [26]. 

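Ppara, which encodes the fatty acid receptor PPARα, was higher on EPA&DHA on all of its kept probesets. The brightest had a signal of 1998 on the control diet and 3664 on EPA&DHA, 1.83-fold higher with a local SD of 0.26 on the log2 scale, and the others were 1.91-fold and 1.93-fold higher. Of 26 measured genes known as PPARα targets, 11 were at least 1.5-fold higher and 0 at least 1.5-fold lower, and 24 had a log2 ratio above 0. Among them, the mitochondrial thioesterase Acot2 had a log2 ratio of 1.22. Lower in the range were Plin2, which coats lipid droplets, at 0.34 and the pantetheinase Vnn1 at 0.25. The median of 0.44 lay above all 10000 random lists. It was 0.64 when the kept probesets of each gene were averaged. The paper names several of these targets from the same arrays, so the count is not independent evidence of a direction.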

Many of the aforementioned genes are targets of peroxisome proliferator activated receptor (*PPAR*) alpha [27,28], which itself was also upregulated by EPA&DHA (FC = 2.0).

Cholesterol uptake from the lumen into intestinal tissue was increased as observed by increased gene expression of *Cd36 *(FC = 2.3) and *Scarb1 *(FC = 2.2) [29]. 

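Cd36, a membrane protein that binds long chain fatty acids, had a signal of 4658 on the control diet and 9707 on EPA&DHA. Its 3 probesets were 2.08-fold, 2.13-fold and 2.26-fold higher on EPA&DHA. Scarb1, the receptor that takes up cholesterol from high density lipoprotein, had lower signals of 289 on the control diet and 666 on EPA&DHA. Its probesets were 2.31-fold, 2.20-fold and 3.75-fold higher, and the first and the last of them may bind related genes. Both genes belong to a list of cholesterol uptake, efflux and esterification, in which they were the 2 of 9 measured genes at least 1.5-fold higher and 0 were at least 1.5-fold lower. The median of that list was -0.15, at percentile 19.4 of random lists, and -0.01 after quantile normalization.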

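Most genes of cholesterol synthesis had lower signals on EPA&DHA. Of 18 measured genes of the pathway, 10 were at least 1.5-fold lower and 0 at least 1.5-fold higher, and 16 had a log2 ratio below 0. Sqle, the squalene epoxidase, had a signal of 2241 on the control diet and 957 on EPA&DHA, 2.34-fold lower with a local SD of 0.26 on the log2 scale. The log2 ratio was -1.18 for Fdps, which makes farnesyl diphosphate, and -1.14 for Lss, which closes the sterol rings, on a probeset that may bind related genes, while a dimmer probeset of Lss stood at -0.05. It was -1.01 for Cyp51, which removes a methyl group from lanosterol. The genes above 0 were the reductases Dhcr7, which acts at the final step, at 0.20 and Lbr at 0.15. The median of the list was -0.68, below all 10000 random lists, and -0.44 when only the brightest probesets were used.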

Simultaneously, of the 21 genes included in the cholesterol biosynthesis pathway from acetyl-CoA to cholesterol, 2 were not expressed, while the majority showed an inhibition by EPA&DHA, including the rate-limiting enzyme squalene epoxidase (*Sqle*, FC = -2.1). Clearly, such a cooperative inhibition of the majority of the genes in this pathway suggests an orchestrated function within the small intestine. However, the main transcription factor regulating this pathway, *Srebf1 *(SREBP), did not show differential expression. 

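Srebf1 encodes SREBP-1, a transcription factor for genes of fatty acid and sterol synthesis. On its only kept probeset the signal was 2340 on the control diet and 1631 on EPA&DHA. This is 1.43-fold lower, a log2 ratio of -0.52 against a local SD of 0.25. A list of further genes taken as targets of SREBP-2, the form that mainly controls cholesterol synthesis, had 1 of 6 measured genes at least 1.5-fold lower and 0 higher. Its members Insig2 and Insig1, which hold SREBPs in the endoplasmic reticulum, had log2 ratios of -0.46 and -0.43, and Acss2, which makes acetyl-CoA, stood at 0.09. The kept probesets of Insig2 differed in sign, from -0.61 to 0.21, with a mean of -0.28. The median of the list was -0.39, at percentile 0.18 of random lists. It was -0.28, at percentile 1.25, when the kept probesets of each gene were averaged.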

Regulation by n-3 PUFAs was likely given the fact that we could not detect a difference in the cholesterol content between the two diets (data not shown), but the exact mechanisms involved remain unexplained. Finally, downstream steroid hormone biosynthesis was upregulated as shown by a few family members of *Hsd3b *(*Hsd3b2*: FC = 2.3; *Hsd3b3 *FC = 2.0) and *Hsd17b *(*Hsd17b4 *two probesets: FC = 1.6 and 2.0; *Hsd17b13 *FC = 2.4).

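Hsd3b2, a 3β-hydroxysteroid dehydrogenase, had a control signal of 18.9, under the level of the filter, and a signal of 152 on EPA&DHA, so its ratio of 8.04 rests on a dim value. The probeset shared by Hsd3b2, Hsd3b3 and Hsd3b6 was 2.46-fold higher, from 428 to 1052. Hsd3b3 was 1.58-fold and 2.19-fold higher on its probesets. Hsd17b4, which also acts in peroxisomal β-oxidation, was 1.63-fold and 1.99-fold higher. Hsd17b13, a lipid droplet protein, was 2.47-fold higher on its bright probeset and 1.44-fold lower on a dim one. Of 13 measured genes of both families, 5 were at least 1.5-fold higher and 0 at least 1.5-fold lower. The median log2 ratio was 0.24, above 99.9% of random lists.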

### Transcription factor identification by promoter analysis

Literature data and annotation analysis was used to filter the set of regulated genes (see Methods). From the resulting 50 unique genes the promoter region was retrieved, which was used for enrichment analysis of transcription factor binding sites (TFBS). This resulted in a network of 47 genes and linked transcription factors (TFs) that comprised 42 unique input genes, including two TFs (PPARalpha and Dbp), and another 5 non-regulated TFs (NF-κB, Stat3, Sp1, Ahr, and Arnt1; [see Additional file 3]). 

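Dbp, a transcription factor whose level follows the circadian clock, was 2.03-fold higher on EPA&DHA, from 3134 to 6372, and 1.82-fold higher on its other probeset. The remaining factors of the network lay closer to 1. Rela, a subunit of NF-κB, was 1.11-fold lower. Stat3, which relays cytokine signals, had log2 ratios of -0.17, -0.28 and 0.33, the last on a dim probeset. Sp1, a broadly expressed activator, had log2 ratios from -0.25 to -0.15 on its probesets. Ahr, the receptor for dioxin and dietary indoles, had log2 ratios of 0.12 and 0.26. Its partner Arnt ranged from 0.00 to 0.50 over its kept probesets, and the 0.50 came from the dimmest, where the local SD was 0.57.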

The majority of differentially regulated genes contained binding sites for two transcription factors: PPARalpha (27 genes), which itself was significantly differentially regulated (see above), and NF-κB (20 genes). These data are in line with the well-known capacity of fatty acids to activate PPARalpha [30], as well as their known effects on NF-κB and Stat3 [3,31].

### Effects of EPA&DHA on small intestinal gene expression; analysis of genes expressed exclusively in either control or intervention group

In addition to the genes that showed expression above the threshold in both groups, we also analysed the 159 probesets being expressed in only one diet group and showing differential expression. We focused on those genes showing a FC ≥ 2.0. In this way, fidelity of the dataset is within acceptable limits as most of these genes are expressed at low abundance. This resulted in 23 unique genes expressed only in the mice fed the EPA&DHA diet, while 47 unique genes showed only expression in the control group. 

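Detection calls were not used here, so the mean signal of 51.1 at the edge of the filter served as the level for expression. This level was set for this purpose after the data had been seen. With the control array under the level and the EPA&DHA array above it, 198 kept probesets were at least 2-fold higher. In the reverse case, with the EPA&DHA array under the level, 371 were at least 2-fold lower. Among the first were Qtrt2, which modifies transfer RNA, with signals of 49.5 on the control diet and 225 on EPA&DHA, and Rrp9, which helps to process ribosomal RNA, with 46.4 and 194. Among the second were Uroc1, the urocanase of histidine breakdown, with 237 on the control diet and 15.3 on EPA&DHA, and Fitm1, which promotes the storage of fat in droplets, with 176 and 16.6. Such ratios rest on dim signals, and an offset of 50 added to all signals left 44 probesets higher and 51 lower.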

All genes were classified into biological processes (Table 2, [see Additional file 4]), which largely overlapped with the pathways identified using the first subset. Of note, metabolism was also ranked highest, among which are the lipid metabolism genes acetyl-Coenzyme A carboxylase-β (*Acacb*), *Cpa2*, and the peroxisomal protein encoded by *Acot3*, which all showed an induction from being absent in the control group to clear expression in EPA&DHA dietary group.

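Acacb, the acetyl-CoA carboxylase of the mitochondrial surface whose product malonyl-CoA inhibits carnitine palmitoyltransferase 1, had a signal of 36.3 on the control diet and 237 on EPA&DHA. The ratio of 6.53 corresponds to a log2 ratio of 2.71, with a local SD of 0.57. Another probeset of Acacb was 6.38-fold higher but too dim to be kept on either diet. Acot3, a peroxisomal thioesterase for long chain acyl-CoA, had a signal of 43.1 on the control diet and 575 on EPA&DHA, 13.3-fold higher with a local SD of 0.50 on the log2 scale. Its probeset may also bind transcripts of related thioesterases.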

**Table 2:** Differentially expressed genes with exclusive expression in only EPA&DHA or control dietary group.

Process	Expressed in EPA & DHA diet	Expressed in control diet	Total
Metabolism	11	4	15
Transcription/translation/splicing	3	6	9
Cell adhesion/proliferation/differentiation/structure	-	7	7
Signal transduction	-	7	7
Transport	1	5	6
Protein folding/modification	1	4	5
Cell cycle	1	1	2
Growth factor	1	1	2
Miscellaneous/unknown	5	12	17

Total:	23	47	70

Annotated, unique genes (FC ≥ 2) were classified in biological processes. Processes were ranked on total number of genes being differentially expressed in small intestine.

### Inter-individual variation analysis and confirmation by real time qRT-PCR

Confirmation of differentially expressed genes was first performed using qRT-PCR. We selected a large panel of target genes covering multiple pathways and absolute FC values ranging from 1.3 to > 4. 

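For 26 probesets of the genes in Table 3, the ratio of the deposited signals was set beside the microarray ratio that the paper gives. All 26 lay on the same side of 1 as the paper's ratio, and 25 were within 1.5 times of it. The median distance was 0.15 on the log2 scale, or 1.11-fold. Pck1, the enzyme that makes phosphoenolpyruvate for glucose and glycerol synthesis, was 2.21-fold and 2.18-fold higher on its kept probesets. The probesets shared by the peroxisomal thiolases Acaa1a and Acaa1b were 1.82-fold and 1.67-fold higher. Cpt2, the inner membrane carnitine palmitoyltransferase, was 1.39-fold higher. Hmgcs1, which makes the precursor of mevalonate, was 1.83-fold and 1.39-fold lower on the probesets of Table 3. Cela2a, a pancreatic elastase listed as Ela2, was 2.31-fold higher.

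**Figure D3:**
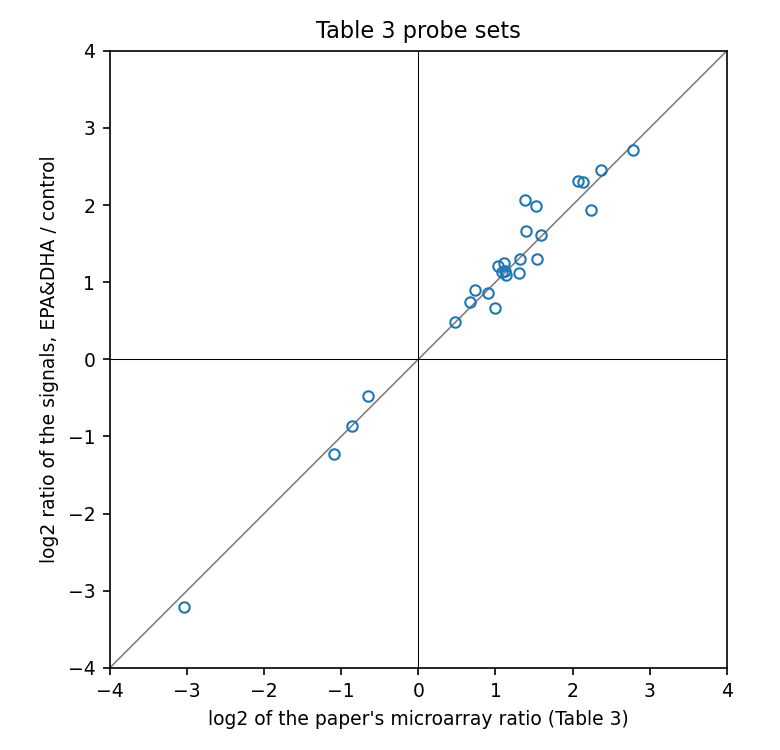
Log2 ratio of the deposited signals, EPA&DHA over control diet (y axis), against the log2 of the paper's microarray ratio in Table 3 (x axis) for 26 probesets (circles). The line marks equal values, and the largest vertical distance from it is 0.69, for a probeset of Cpt1a.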

Expression changes (up- or downregulation) were confirmed for all genes (Table 3) and the FC was quite similar in all cases when compared to the microarray data.

**Table 3:** Microarray data validation by qRT-PCR

		Microarray ratio	qRT-PCR ratio	
			
Genes	Probeset ID	Pool	Pool	mean ratio (n = 10–11)
Acaa1a	1456011_x_at	1.67	2.00	2.52 *
Acaa1b	1424451_at	2.19	1.75	
Acaa1a/Acaa1b	1416946_a_at	1.87		
	1416947_s_at	1.59		
Acacb	1427052_at	6.9 ^a^	n.d.^c^	3.91 *
Acox1	1416409_at	1.24	1.34	
	1416408_at	1.35		
Acox2	1420673_a_at	2.91	1.97	
Acox3	1420684_at	n.c.^b^	-1.23	
Cpt1a	1434866_x_at	2.87	1.87	2.79 **
	1438156_x_at	2.60		
Cpt2	1416772_at	1.39	1.44	
Ela2	1448281_a_at	2.04	4.26	
Ela3b	1415884_at	2,64	7.89	
	1435611_x_at	4,20		
	1415883_a_at	4,38		
	1437326_x_at	4,72		
	1435012_x_at	5,17		
H2-Q10	1425137_a_at	-8.22	-2.39	
Hmgcs1	1433443_a_at	-1.82	-2.00	
	1433446_at	-1.57		
Hmgcs2	1431833_a_at	3.61	3.97	
	1423858_a_at	4.56		
Hsd3b2/6	1460232_s_at	2.50	n.d.	1.91 *
Hsd3b3	1427377_x_at	2.00		
Mod1	1416632_at	2.16	2.60	
	1430307_a_at	2.13		
Pck1	1423439_at	2.17	2.21	
	1439617_s_at	2.46		
Pdk4	1417273_at	3.01	n.d.	3.24 *
Sqle	1415993_at	-2.14	-2.35	-1.55 *

Genes are sorted alphabetically. In several cases gene family members were included for validation, although they did not show differential microarray gene expression. Data is represented by ratio of EPA&DHA/control diet. For qRT-PCR, data shown is obtained using a pool of samples (pool), and/or individual samples (EPA/DHA: n = 11, control diet: n = 10) and the mean ratio was calculated. ^a ^this probeset is non-expressed (absent) in control diet; ratio is 6.9; ^b ^n.c.: not changed. ^c ^n.d.: not analyzed; statistical significance was calculated using Student's *t*-test: * p < 0.05, ** p < 0.01.

To investigate in more detail inter-individual variation in gene expression and significance of the induced gene expression changes by nutritional treatment, we selected the following 6 genes representing the major pathways being influenced by the diet intervention (see above): fatty acid β-oxidation in peroxisomes (*Acaa1a*) and mitochondria (*Cpt1a *and *Acacb*), the switch between glycolysis and fatty acid oxidation (*Pdk4*), biosynthesis of steroid hormones (*Hsd3b*), and biosynthesis of cholesterol (*Sqle*). For all genes we observed that the mean gene expression ratios (n = 10–11 per dietary group) were similar to the observed ratios by microarray analysis of pooled samples. 

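The array values of these genes come from the pools and carry no variation between mice. For the peroxisomal thiolase, the probesets of Acaa1a differed, with 1.19-fold lower on the brightest and 1.87-fold higher on the one listed in Table 3, both of which may bind related genes. Its close relative Acaa1b, read by a probeset of its own, had a signal of 10648 on the control diet and 22770 on EPA&DHA. That is 2.14-fold higher, with a local SD of 0.21 on the log2 scale. The qRT-PCR measurements in individual mice were not analysed here.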

More importantly, gene expression changes using individual samples were statistically significant for all genes (Figure 1, Table 3).

**Figure 1:**
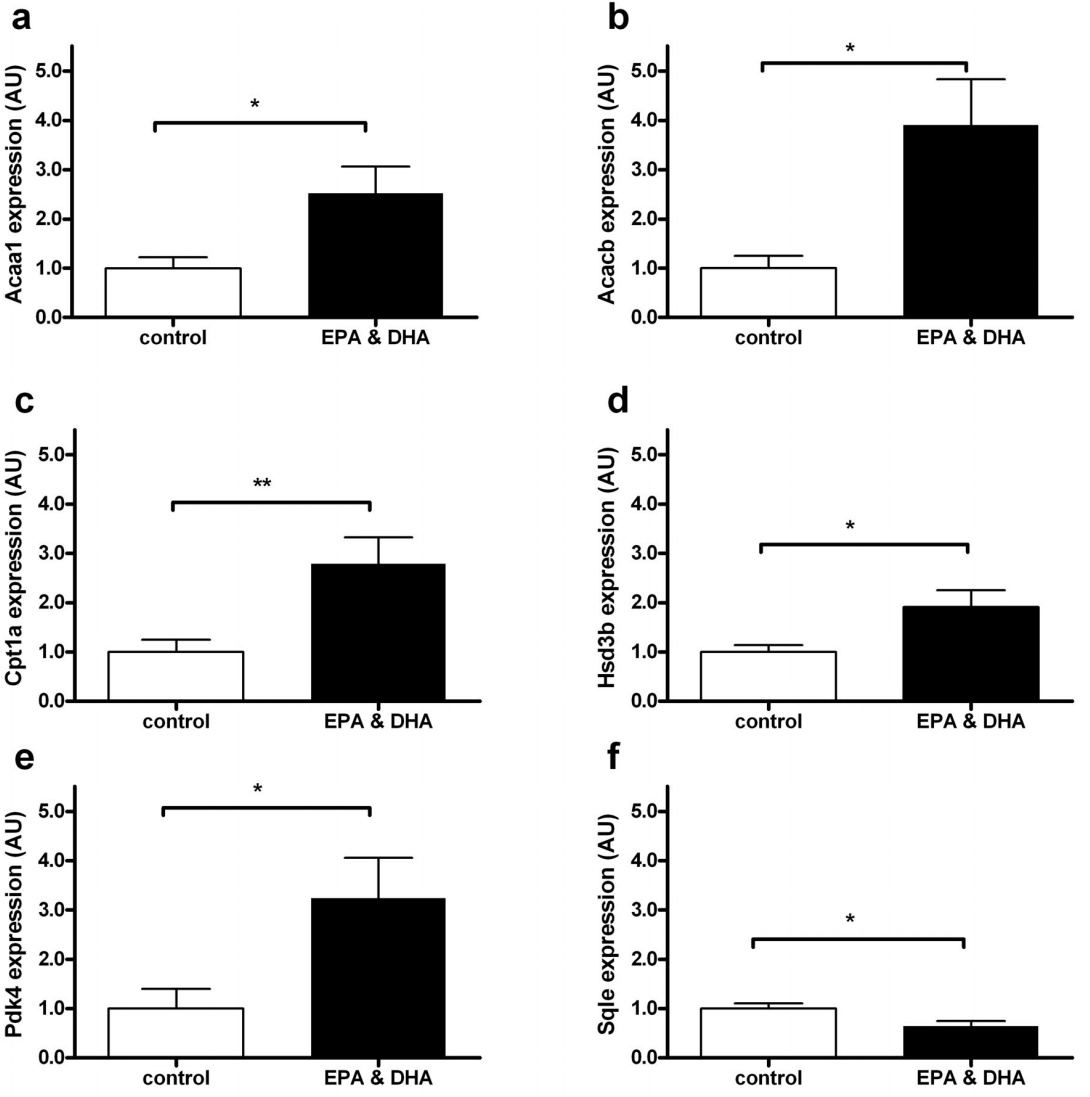
**Gene expression in small intestine**. Quantatative real-time PCR (qRT-PCR) was used to determine normalized gene expression levels in small intestine of individual wildtype mice that received the control diet (n = 10, white bars) or EPA&DHA diet (n = 11, black bars). Gene expression levels were normalized using calnexin and averaged per group; the mean expression level of the control group was arbitrarily set at 1. Bars are presented as mean ± standard error. Genes shown (with the mean ratio between the groups shown in parenthesis) are **a **Acaa1 (2.52), **b **Acacb (3.91), **c **Cpt1a (2.79), **d **Hsd3b (1.91), **e **Pdk4 (3.24), **f **Sqle (-1.55). Statistical significance was analyzed using Student's *t*-test: * p < 0.05, ** p < 0.01. AU, arbitrary units.

### Colon

The genes *Acaa1a*, *Cpt1a*, and *Sqle*, representing three pathways differentially regulated in small intestine, were analyzed by qRT-PCR in individual colon samples (n = 10). In none of the cases a significant difference in gene expression was observed (Figure 2). Exclusion of the two animals from the control group which showed lowest expression for these three genes (10-fold or more) did not influence the outcome of this analysis (maximum FC < 1.15, all non-significant; data not shown). This underscores the different function of the small intestine (mainly uptake and transfer of nutrients) and the colon (mainly water absorption).

**Figure 2:**
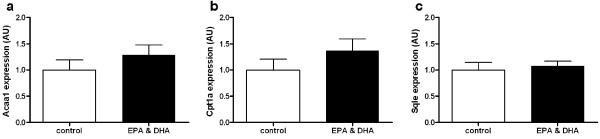
**Gene expression in colon**. qRT-PCR was used to determine normalized gene expression levels in colon of individual wildtype mice that received the control diet (n = 12, white bars) or EPA&DHA diet (n = 11, black bars). Gene expression levels were normalized using calnexin and averaged per group; the mean expression level of the control group was arbitrarily set at 1. Bars are presented as mean ± standard error. Genes and fold changes in parenthesis shown are **a **Acaa1 (1.29), **b **Cpt1a (1.37), **c **Sqle (1.08). All changes are non-significant (p > 0.2, Student's *t*-test). AU, arbitrary units.

### Biological and physiological validation in 2^nd ^animal experiment

To further validate the observed significant gene expression changes, we performed an independent second animal experiment and analysed small intestinal gene expression by qRT-PCR. Moreover, the increased gene expression suggesting increased intestinal fatty acid beta oxidation was functionally analysed, and finally, we used two EPA&DHA diets in order to investigate a dose-response relationship. In this experiment, cHF-based diets were used. Although the micronutrient composition of the control cHF diet is not defined as precisely as the semisynthetic sHFf diet used in the first experiment, and it is based on (n-6 PUFA rich) corn oil rather than on (ALA-rich) flaxseed, the control cHF diet promotes accumulation of fat much better compared with the sHFf diet and hence it allows for the detection of the anti-obesity effect of n-3 PUFA [22]. In addition to the control cHF diet, also two other cHF-based diets with 15 and 44% of its lipids replaced by EPA&DHA (cHF-F1 and cHF-F2, respectively) were used. Gene expression analysis of genes involved in mitochondrial beta oxidation (*Cpt1a *and *Acacb*) independently and significantly confirmed the observed significant differences (Figure 3a,b). Moreover, these results showed a significant dose-response effect: increased gene expression upon increased EPA&DHA content in the diets (Figure 3a,b). Furthermore, functional analysis indeed showed a significant dose-dependent increase in intestinal fatty acid beta oxidation upon increased EPA&DHA content in the diet compared to control diet: lowest levels in the control group, intermediate increased levels in the cHF-F1 group and highest levels in the cHF-F2 group (Figure 3c).

**Figure 3:**
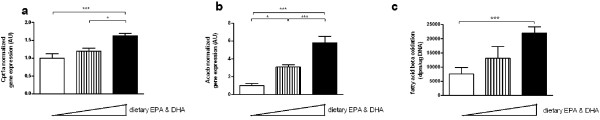
**Dose-dependent intestinal gene expression and fatty acid beta oxidation**. In a second animal experiment, intestinal gene expression analysis was used to confirm and biologically validate observations in a dose-dependent manner. Gene expression analysis was performed using qRT-PCR of small intestinal samples of individual wildtype mice that received the control diet (n = 9, white bars), EPA&DHA diet (n = 9, black bars), and intermediate levels of dietary EPA&DHA (n = 9, hatched bars). The triangle shows increasing dietary EPA&DHA content. Gene expression levels were normalized using calnexin and averaged per group; the mean expression level of the control group was arbitrarily set at 1. Bars represent mean ± standard error. Genes shown are **a: **Cpt1a, and **b: **Acacb. Functional fatty acid beta oxidation was used for biological validation (**c**). Intestinal tissue fatty acid beta oxidation (n = 7–9) is shown for mice that received control diet (white bars), EPA&DHA diet (black bars), and intermediate levels of dietary EPA-DHA (hatched bars). The triangle shows increasing dietary EPA&DHA content. Statistical significance was analyzed using one-way ANOVA and Tuckey's post hoc tests: * p < 0.05, *** p < 0.01. AU, arbitrary units.

## Discussion

Dietary intake of EPA&DHA induced changes in gene expression in the small intestine, including many metabolic genes. Especially genes involved in lipid catabolism were upregulated. In contrast, a large cluster of the genes engaged in cholesterol biosynthesis was downregulated. Importantly, all these effects were specifically induced by long-chain n-3 PUFA, EPA and DHA, as compared with their precursor ALA, and could not be detected in the colon for a selected set of genes.

It is tempting to suggest that increased catabolism of lipids induced by EPA&DHA in the small intestine contributes to the complex and beneficial effects of n-3 PUFA of marine origin. The small intestine mediates the entry of nutritional lipids and is one of the main sites of β-oxidation [32-34]. Therefore, an increase in lipid oxidation in the intestine may exert a hypolipidemic effect, i.e. one of the most pronounced effects of EPA and DHA in mammals (reviewed in [1,3]). This effect of EPA&DHA in the intestine is surprisingly similar to the enhanced lipid oxidation induced by diacylglycerols versus triacylglycerols [18,19]. These two types of treatments both have relatively little effects in liver and muscle ([20]; own unpublished data). In contrast, in white adipose tissue, intake of EPA&DHA induced genes of fatty acid oxidation, as well as quite specifically, mitochondrial biogenesis [8]. Taken together, EPA and DHA orchestrate gene expression adaptations in many tissues, including the intestine.

Recent studies addressing the gene expression changes of intestinal tissue upon fish oil or fatty acids, focussed on barrier genes only [16] or a focussed limited number of genes by qRT-PCR [34], while here a whole genome approach was used. This allows for detection of changes not only in the most likely pathways, but also in pathways not foreseen. 

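Me1, earlier called Mod1, encodes the malic enzyme that supplies NADPH for fatty acid synthesis. Its probesets were 2.20-fold higher on EPA&DHA, from 4047 to 8894, and 2.38-fold higher, from 3050 to 7244. Acadm, the medium chain acyl-CoA dehydrogenase of mitochondria, was 1.18-fold higher, with a log2 ratio of 0.23 that lies within its local SD of 0.25.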

Our study supports the findings by Mori et al. [34] for the majority of their selected genes analyzed (*Cpt1a, Mod1, Pdk4, Hmgcs2, Cyp4a10*, and *Acadm*), as well as for barrier gene expression ([16], data not shown). Unexpectedly, we observed intestinal downregulation of cholesterol biosynthesis due to EPA&DHA, although this is in agreement with a similar effect observed in murine livers after tuna fish oil feeding [11]. In addition, this might coincide with a possible increase in cholesterol absorption as observed from *ScarB1*, *Cd36*, *Abca1 *and *Ela3B *gene expression, even with identical cholesterol content of the diets. 

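Abca1, which exports cholesterol from cells to apolipoproteins, was 1.49-fold higher on its brightest probeset, from 5643 to 8434, and 1.21-fold and 1.64-fold higher on the others. Cela3b (Ela3b), an elastase secreted by the pancreas, was higher on each of its 4 probesets, by 3.82-fold on the brightest and between 3.16-fold and 4.98-fold on the others. The probeset shared by Cela3a and Cela3b was 5.48-fold higher. Other genes of the exocrine pancreas were higher in the same pool. Of 19 measured genes of that list, 12 were at least 1.5-fold higher and 0 at least 1.5-fold lower, with a median log2 ratio of 0.94 above all 10000 random lists. Among them were Cel, the bile salt-stimulated lipase, and Prss2, a trypsin, both at 1.95.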

Intracellular homeostasis may decrease cholesterol biosynthesis to counteract increased influx. Maintenance of homeostasis is supported by non differential expression of *Soat2*/ACAT, involved in cholesterol esterification and of other genes in cholesterol metabolism (HMG-CoA reductase, *Npc1l1*, *Mttp, Abcg5, Abcg8, Nr1h2 *(*LXRβ*) and *Nr1h3 *(*LXRα*)). 

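Unlike Cd36, Scarb1 and Abca1, several transporters and a sterol receptor had log2 ratios close to 0. Npc1l1, the sterol transporter of the brush border, had a log2 ratio of -0.15 at a control signal of 16494, with a local SD of 0.20. Mttp, which loads lipid onto apolipoprotein B, had log2 ratios of -0.16 and 0.21 on its bright probesets. Abcg5 and Abcg8, the paired transporters that return sterols to the lumen, were both at -0.17. Nr1h3, the sterol receptor LXRα, was at 0.05. With 1 pool per diet, differences of this size cannot be separated from the spread of probesets of like signal.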

The intestinal lack of regulation of *Srebf1*/SREBP further strengthen the observations that PUFA regulation of SREBP that accounts for PUFA-mediated suppression of gene expression seems to be liver-specific [13]. Furthermore, of the regulatory machine known to be induced by DHA and EPA (PPARs, LXRs, HNF4A, and SREBPs), only PPARα showed differential expression in murine small intestine. This is further supported by our promoter-analysis of the differentially regulated genes, which showed PPARα as the major transcription factor involved.

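Of 13 measured regulators that the paper names, 2 were at least 1.5-fold higher on EPA&DHA, Ppara and Dbp, and 1 was at least 1.5-fold lower. That was Srebf2, which encodes SREBP-2, 1.57-fold lower on its brightest probeset, from 660 to 421, and 1.52-fold lower on the other, with a local SD of 0.29 on the log2 scale. Ppard, a relative of PPARα found in most tissues, was 1.40-fold lower, and Pparg, the regulator of fat cell formation, 1.13-fold lower. Hnf4a, which maintains enterocyte and liver identity, had log2 ratios of -0.31, -0.45, 0.54 and -0.31 on its probesets. The median of the regulators was -0.17, at percentile 4.99 of random lists. From binding sites in the promoters of the differentially expressed genes, the paper concludes that PPARα was the major transcription factor. The promoter analysis was not analysed here.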

Moreover, most if not all tissues analysed thus far show an increased energy metabolism upon n-3 FFA, and our results support the notion of the beneficial effects of fish oils independent of its n-3 effect.

Genes engaged in lipid oxidation and ketogenesis are in general upregulated in small intestine [35], liver [20], and skeletal muscle [36] by an increase in dietary fat content. When activated in the muscle, ketogenesis marks a metabolic disconnection between β-oxidation and tricarboxylic acid cycle and could lead to insulin resistance [36]. In our study however, we compared diets with equal fat content in control and intervention groups, which only differed in their fatty acid composition. This implies that marine PUFAs specifically induce lipid catabolism in intestine. Furthermore, in comparison with another high fat Western diet [35], we observed similar (up or down) gene expression regulation by EPA&DHA diet (e.g. *Angplt4*, *Gsn*, and *Smpdl3*), as well as an inverse regulation (e.g. *ApoC2 *and *H2Q10 *are upregulated by a high-fat diet [35], but downregulated by EPA&DHA). 

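H2-Q10, a secreted class I histocompatibility protein best known from liver, had a signal of 1604 on the control diet and 173 on EPA&DHA, 9.25-fold lower. Angptl4, an inhibitor of lipoprotein lipase, was 2.03-fold higher, from 1445 to 2940, on a probeset that may bind related genes. Gsn, which severs actin filaments, was lower on all 5 kept probesets, by 1.67-fold on the brightest, with log2 ratios from -0.74 to -0.17. The sphingomyelinase-like genes Smpdl3a and Smpdl3b had log2 ratios of -0.04 and -0.20. Apoc2, the activator of lipoprotein lipase carried on chylomicrons, was 1.30-fold lower, with a signal of 34561 on EPA&DHA.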

Differences might be explained by the fatty acid content in the diets used.

Despite decreased adiposity due to EPA&DHA in the diet, these fatty acids have not affected total energy intake [8,22], and also content of lipids in faeces was unaffected [22]. This strongly suggests a higher energy expenditure in the animals exposed to EPA&DHA. The results presented here indicate that one of the organs that physiologically contribute to increased oxidation of fatty acids is the small intestine.

## Conclusion

In conclusion, we present data showing the involvement of small intestine in the complex changes of lipid metabolism exerted by long term dietary intake of EPA and DHA by gene expression analysis and functional *ex-vivo *beta oxidation analysis. Furthermore, we show that these effects are regulated in a dose-dependent manner. In view of its large contribution to overall energy metabolism, modulation of gene expression and metabolism in the intestine by dietary lipids, and especially long-chain n-3 PUFA of marine origin, represents a promising target for the prevention of obesity and associated co-morbidities.

## Methods

### Animals and diets

In the first experiment, male 4-month-old C57BL/6J mice were maintained for 4 weeks on semisynthetic high-fat (20% wt/wt) diets differing in the composition of n-3 PUFA. These mice were already used in our previous study [8]. Two isocaloric diets [8,22] were used (n = 12): control sHFf diet which contained flax-seed oil (rich in ALA) as the only lipid source, or the sHFf-F2 diet, which had the same composition except that 44% of the lipids were replaced by a n-3 PUFA concentrate containing 6% EPA and 51% DHA (EPAX 1050TG; EPAX AS, Lysaker, Norway). This diet is denoted as EPA&DHA throughout the study. At the end of the experiment, mice were killed by cervical dislocation and small intestine from 3 cm under the stomach to caecum was isolated and cut lengthwise. The intestine was washed in 154 mM KCl and scraped. The epithelial cells were collected, frozen in liquid nitrogen and stored at -80°C. This procedure was also performed for 5 cm of colon.

In the second experiment, subgroups (n = 9) of male 4-month-old C57BL/6J mice were fed either (i) control obesity-promoting high-fat (35% lipids wt/wt; cHF) diet derived from standard chow diet based on corn oil, or (ii) and (iii) cHF diet with 15 and 44% of lipids, respectively, replaced by EPAX 1050TG (cHF-F1 and cHF-F2, respectively; see [22]). After 6 weeks, intestinal tissue was isolated for fatty acid beta oxidation and gene expression analysis by quantitative RT-PCR (qRT-PCR) only. Macronutrient composition, energy density, and fatty acid composition of dietary lipids of all the diets used in this study is well characterised [22]. The experiments were conducted under the guidelines for the use and care of laboratory animals of the Institute of Physiology, Academy of Sciences of the Czech Republic.

### RNA isolation

Extraction of total RNA was performed with the use of TRIzol (Invitrogen, Breda, The Netherlands). RNeasy columns (Qiagen, Venlo, The Netherlands) were used to purify the RNA. Quantitative and qualitative measures were performed using Nanodrop ND-1000 Spectrophotometer (NanoDrop Technologies, Delaware, USA). For the first animal experiment, four samples did not pass quality thresholds and were excluded from further analyses (two control small intestine samples and one EPA&DHA small intestine sample and one EPA&DHA colon sample). The remaining RNA samples were pooled per tissue per diet and integrity was analyzed after keeping the samples for 1 hour at 37°C using an Agilent bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands) with a RNA 6000 Nano LabChip kit, according to the manufacturer's instructions. The two pooled colon samples were not used further due to their apparent partial degradation (RNA Integrity Number (RIN) < 7.0). All individual RNA samples from the second animal experiment passed quality control criteria, and were used for subsequent qRT-PCR analysis.

### Array hybridization and scanning

The pools of small intestine RNA samples (control (n = 10) and EPA&DHA (n = 11)) were hybridized on separate Affymetrix MOE430_2 GeneChip mouse arrays (Santa Clara, CA, USA). This array contains 45,102 probesets, detecting over 39,000 transcripts that represent 16,579 unique genes. Detailed methods for labelling and subsequent hybridizations to the arrays are described in the eukaryotic section in the GeneChip Expression Analysis Technical Manual Rev. 3 from Affymetrix, and are available upon request. Arrays were scanned on a GeneChip Scanner 3000 (Affymetrix).

### Microarray data analysis

Quality of the data was assessed on diagnostic plots generated from the raw, non-processed data, as described [37]. All arrays passed these strict criteria and were included in the analyses.

The Affymetrix default algorithm (MAS 5.0) was used to summarize data and significance of observed gene expression changes (present/absent call per probeset per array, fold change (FC) between normalized arrays, and its significance by the p-value). In total, 24270 probesets (54%) showed expression at least in either one of the arrays. Significant differentially expressed probesets were identified by direct comparison between the two dietary groups for all probesets called present on both arrays. Probesets that satisfied the general Affymetrix criterion of t-test probability < 0.27% (p-value < 0.0027) were considered to be significantly regulated, and these were further investigated. Probesets were annotated using information provided by Affymetrix (release of July 12th, 2006) and all gene symbols are presented throughout the article according to Mouse Genome Informatics [38].

Pathway analysis, including ranking, was done using Metacore (GeneGo, St. Joseph, MI, USA). The data of functionally annotated genes only were analyzed in two subsets. In order to successfully rank the most prominent differentially regulated pathway(s), a large set of genes was analyzed. In this way, those pathways showing a high number of significant regulated genes, given the (high) number of genes expressed within the pathway, will rank highest. The first subset comprised those genes of which expression was present in both dietary conditions. Pathway analysis was done using a cut-off of absolute FC ≥ 1.5 or ≥ 2.0 and the p-value per gene as provided by MAS5.0, in order to increase detection of biological relevant regulated pathways. The second subset comprised probesets expressed in only one dietary group, and therefore absent in the other (FC ≥ 2.0). The given FCs as generated by MAS 5.0 were used, although in view of the absence of expression under one dietary condition these may not be reliable, hence the choice of separate analysis. Array data have been submitted to the Gene Expression Omnibus, accession number GSE11936.

### Promoter analysis to identify transcription factor regulation

All differentially regulated probesets, as shown in Table 1, were analyzed using Genomatix BiblioSphere Pathway Edition software, without any pre-selection in up- or down-regulation. Unique genes were identified and those genes plus gene-gene interactions were filtered [39] for organ-specificity using MeSH [Medical Subject Heading] "Digestive System" [A03]. This resulted in a set of 50 unique input genes. Promoter regions of around 650 bp upstream of transcription start site per gene were analysed for known transcription factor binding sites (TFBS) combined with prior knowledge in literature. Criteria for this analysis were: only direct interactions were considered, a minimum of 3 published articles should describe the functional interaction (so called "function word level B2"), and for inclusion of a transcription factor (TF) showing TF-gene interaction, the additional criterion of at least two different input genes having this specific TFBS was compulsory. In this way we analyzed specifically only TF-gene interactions relevant for the gastrointestinal tract.

### Quantitative real time PCR

qRT-PCR was performed according to Van Schothorst et al. [40]. Briefly, 1 μg of total RNA was used for cDNA synthesis. Primers were designed using Beacon Designer (Biosoft International, Palo Alto, USA) and ordered by Biolegio (Malden, The Netherlands). Gene symbols, names, accession numbers and primer sequences are listed in an additional file [see Additional file 5]. Analysis of the reaction efficiency [41] was performed with a dilution series of pooled cDNAs serving as standard curve. Briefly, after a 3 minute denaturation at 94°C, 40 cycles of 15 seconds at 94°C and 30 seconds at 59°C, were followed by a melting curve gradient. 

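Canx, a chaperone of the endoplasmic reticulum, was 1.11-fold higher on EPA&DHA on its brightest probeset, 1.14-fold lower on the next and 1.01-fold lower on the dimmest kept one. Hprt, which salvages purines, had a ratio of 1.01 at signals of 3949 on the control diet and 3978 on EPA&DHA. For comparison, the cytoskeletal gene Actb, often used as a reference, was 1.27-fold lower on EPA&DHA, and the ribosomal gene Rplp0 had a log2 ratio of 0.05.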

Calnexin (*Canx*) and hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*) were used as reference genes based on least variation observed in microarray data analysis. *Canx *showed most stable expression and was used and shown in all cases. Endorsable data were obtained using *Hprt1*. C_t_-values of the two pools of dietary groups were measured for 17 genes in triplo and averaged, followed by calculation of the relative gene expression using the 2^-ΔΔCT ^method [42].

Relative target gene expression was measured in more detail using individual samples for the genes *Cpt1a, Acaa1a, Sqle, Acacb, Pdk4 *and *Hsd3b*, of which the latter three were not analysed using pooled RNA samples. Samples were run in duplicate, averaged, and relative gene expression was calculated using the standard curve method. qRT-PCR analyses for the second animal experiment were performed using individual RNA samples for target genes *Cpt1a *and *Acacb*, as described above.

All values are presented as mean ± SE. In case of only 2 groups (first experiment), differences between groups were analyzed using Student t-tests with two-tailed, unequal variances and significance expressed at p < 0.05, or lower as indicated, while differences between three groups (second experiment) were analysed using one-way ANOVA and Tuckey's posthoc tests and significance expressed at p < 0.05, or lower as indicated.

### Fatty acid beta oxidation

Intestinal fatty acid beta oxidation was measured as published [43]. Briefly, samples were incubated in Krebs-Ringer bicarbonate buffer with [^14^C(U)]-palmitate, ^14^CO_2 _was trapped in hyamine hydroxide, quantified by liquid scintillation counting, and oxidation rate was normalized to tissue DNA content [44]. All data are presented as mean ± SE. Differences between groups were analyzed using one-way ANOVA and Tuckey's post hoc tests and considered statistically significance at p < 0.05.

## Authors' contributions

EvS, PF, NFvH, JKo and JKe conceived the studies, supervised the execution and drafted the mansucript. EvS, PF, OK, AB, JM, CV, and GH performed animal studies, RNA isolation, qRT-PCRs, microarray hybridisation and analyses, or fatty acid beta oxidation measurements. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially regulated probesets expressed in both dietary groups.** The data provided represent the statistical significant differentially expressed probesets of the microarrays which are shared between the two dietary groups (Fold change ≥ 2.0). Click here for file

Additional file 2 **Additional data analysis of gene expression differences.** Additional and extended microarray data analysis results are described in more detail. Click here for file

Additional file 3 **Transcription factors enriched for involvement with differentially expressed genes.** The data provided represent identified transcription factors on the basis of an enriched presence of TFBS in the promoter region of the set of significantly differentially regulated genes, combined with data from scientific publications. Click here for file

Additional file 4 **Differentially regulated probesets expressed in only one dietary group.** The data provided represent all differentially expressed probesets of the microarrays which are unique for either one of the dietary groups. Click here for file

Additional file 5 **Real-time quantitative PCR: genes and primers.** Gene Symbols, Names, Annotation (RefSeq), and primer sequences for genes analyzed using qRT-PCR are shown. Click here for file

# Supplementary material for: Induction of lipid oxidation by polyunsaturated fatty acids of marine origin in small intestine of mice fed a high-fat diet
**Source:** BMC Genomics. 2009 Mar 16;10:110. doi: 10.1186/1471-2164-10-110
**Supplement:** Additional file 3 — Transcription factors enriched for involvement with differentially expressed genes. The data provided represent identified transcription factors on the basis of an enriched presence of TFBS in the promoter region of the set of significantly differentially regulated genes, combined with data from scientific publications.

**Additional file 3. Transcription factors enriched for involvement with differentially expressed genes.**

| <b>Transcription Factor Symbol</b> | <b>Name</b>                                        | <b>Number of linked input genes (%)</b> |
|------------------------------------|----------------------------------------------------|-----------------------------------------|
| PPARalpha                          | peroxisome proliferator activated receptor alpha   | 27 (54%)                                |
| NF-κB                              | nuclear factor kappa beta                          | 20 (40%)                                |
| Stat3                              | signal transducer and activator of transcription 3 | 14 (28%)                                |
| Sp1                                | trans-acting transcription factor 1                | 10 (20%)                                |
| Ahr                                | aryl-hydrocarbon receptor                          | 7 (14%)                                 |
| Arnt1                              | aryl hydrocarbon receptor nuclear translocator     | 4 (8%)                                  |
| Dbp                                | D site albumin promoter binding protein            | 2 (4%)                                  |

# Supplementary material for: Induction of lipid oxidation by polyunsaturated fatty acids of marine origin in small intestine of mice fed a high-fat diet
**Source:** BMC Genomics. 2009 Mar 16;10:110. doi: 10.1186/1471-2164-10-110
**Supplement:** Additional file 5 — Real-time quantitative PCR: genes and primers. Gene Symbols, Names, Annotation (RefSeq), and primer sequences for genes analyzed using qRT-PCR are shown.

# **Additional file 5. Real-time quantitative RT-PCR: genes and primers**

| gene symbol   | gene name                                                       | Accession number<br>(RefSeq) | Forward primer (5' – 3')     | Reverse primer (5' – 3')       |
|---------------|-----------------------------------------------------------------|------------------------------|------------------------------|--------------------------------|
| <i>Acaa1a</i> | acetyl-Coenzyme A acyltransferase 1A, 3-ketoacyl-CoA thiolase A | NM_130864                    | CGGGAGCAAGGCAGTTGTC          | GCTGAGTGTCACGCAGAC             |
| <i>Acaa1b</i> | acetyl-Coenzyme A acyltransferase 1B, 3-ketoacyl-CoA thiolase B | NM_146230                    | CGGGAGCAAGGCAGTTGTC          | GCTGAGTGTCACGCAGAC             |
| <i>Acacb</i>  | acetyl-Coenzyme A carboxylase beta                              | NM_133904                    | ACTGTGGAGTATCTCGTTAACCTTCTG  | GGACTGTCGGCTACCTTGAG           |
| <i>Acox1</i>  | acyl-Coenzyme A oxidase 1, palmitoyl                            | NM_015729                    | GCAGATAAACTCCCAAGATCAAGAC    | TAAAGTCAAAGGCATCCACCAAAGC      |
| <i>Acox2</i>  | acyl-Coenzyme A oxidase 2, branched chain                       | NM_053115                    | CGGAAGGACGCCATCTTGTTAAC      | TGGTCCTGAATCCTTTGGCTTTTC       |
| <i>Acox3</i>  | acyl-Coenzyme A oxidase 3, pristanoyl                           | NM_030721                    | TCTACCGAGGTGGCTACATTCTG      | GCACGCTCTAGCACACCATTC          |
| <i>Cpt1a</i>  | carnitine palmitoyltransferase 1a, liver                        | NM_013495                    | GCTGATGACGGCTATGGTGTTC       | TTGTACTACTAGAGTCCATTTTCTTCC    |
| <i>Cpt2</i>   | carnitine palmitoyltransferase 2                                | NM_009949                    | GCTCCGAGGCATTGTGAGG          | TTGTGGTTTATCCGCTGGTATGC        |
| <i>Ela2</i>   | elastase 2                                                      | NM_007919                    | GGTGGGGAAGCTCTGTGAAGTC       | GACCCTGGTGAAGACGGATGG          |
| <i>Ela3b</i>  | elastase 3B, pancreatic                                         | NM_026419                    | GCAACGGTGACTCTGGAGGAC        | GCCAGCGAACCTTGGATCTAG          |
| <i>H2Q10</i>  | histocompatibility 2, Q region locus 10                         | NM_010391                    | GAGAAGGAGAAACACAGGTAGAAAAGG  | CCACAGGAACACAGAGAACATCAG       |
| <i>Hmgcs1</i> | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1                | NM_145942                    | GCCCCCTCACAAATGACCACAG       | CATTCCTCAACCGTTTCCATACC        |
| <i>Hmgcs2</i> | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2                | NM_008256                    | CTACCTGCGGGCCTTGGATC         | GCCCTTGATAAGTTGTTCTGTTTGTG     |
| <i>Hsd3b</i>  | 3-beta-hydroxysteroid dehydrogenase (family member 2, 3 and 6)  | NM_001012306                 | CAGGTGCTGTTGCCCTCTTTTGA      | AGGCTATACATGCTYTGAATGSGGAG     |
| <i>Mod1</i>   | malic enzyme, supernatant                                       | NM_008615                    | GAGGTCATATCTCAGCAAGTGTCAG    | AATCAGGTAGGATCTGGTCATAATTAGTG  |
| <i>Pck1</i>   | phosphoenolpyruvate carboxykinase 1, cytosolic                  | NM_011044                    | GTTTGTAGGAGCAGCCATGAGATC     | CCAGAGGAACCTGCCATCTTTGTC       |
| <i>Pdk4</i>   | pyruvate dehydrogenase kinase, isoenzyme 4                      | NM_013743                    | CTTACAATCAAGATTCTGACCGAGGAG  | ATAATGTTTGAAGGCTGACTTGTTAAAGAC |
| <i>Sqle</i>   | squalene epoxidase                                              | NM_009270                    | GCTTTCTGTATTTTAAACTTGGTGAGAG | AGTGGAAATAGGATAGAACACGCTTTG    |
| <i>Canx</i>   | calnexin (reference gene)                                       | NM_007597                    | GCAGCGACCTATGATTGACAACC      | GCTCCAAACCAATAGCACTGAAAGG      |
| <i>Hprt1</i>  | hypoxanthine phosphoribosyltransferase (reference gene)         | NM_013556                    | TGACACTGGTAAACAATGCAAACTTTG  | GAGGTCCTTTTACCAGCAAGCT         |

How the deposited data were processed for this re-analysis (not part of the article)

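The authors hybridized 1 pool of small intestinal RNA per diet to an Affymetrix MOE430_2 array and summarized the probe intensities with MAS 5.0, whose version is not given in the sources used here. The deposited values are signals scaled by the authors to a target of 500, and they were used without any step back to the probe level. The value table held 45101 probesets, of which 64 control probesets were set aside and used only to describe labelling and hybridization. Gene names came from the annotation table of the array platform and were updated through the gene identifiers to a current gene table. Of the 45037 probesets left, 34945 named 1 gene, 932 named several and 9160 named none. Genes missing from this table are not reported here.

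Signals were scaled to the same 2% trimmed mean on both arrays, and the log2 ratio of EPA&DHA over control diet was taken for each probeset. The probesets with the highest mean log2 signal were kept, 53.8% of the table. The median signal of kept probesets was 313.0 on the control diet and 313.9 on EPA&DHA. Counts were made at 2-fold and 1.5-fold. The spread at a given signal was the robust SD (scaled median absolute deviation) of the log2 ratios of the 500 nearest probesets. A gene took the value of its brightest kept probeset that names this gene alone. The genes with the 15 largest ratios each way were looked up by name.

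Lists for 59 pathways, responses and cell types were written from general knowledge. The median of each list was placed among 10000 lists drawn at random, in which each gene was replaced by 1 of the 200 genes nearest in signal, and percentiles up to 0.5 or from 99.5 were taken as outside the bounds. These percentiles describe 1 pair of arrays and are no test of the diet. Alternatives were no further scaling, centring on the median, quantile normalization, a loess correction with span 0.3, an offset of 50 or of 18.3 (the 25th percentile of all signals) added to each signal, other filters and other ways to pick the probeset of a gene. In simulated arrays with planted ratios, 52% of planted 2-fold and 96% of planted 3-fold differences were counted at 2-fold. A planted 2-fold ratio lies on the threshold itself, so its share says little about sensitivity. The simulated spread was that of the observed ratios, which includes any difference between the pools. Lists shifted by 0.5 on the log2 scale fell outside the bounds in 98% of draws and lists without a shift in 0.9%. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.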

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

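Which tests to apply to these patterns was chosen only after the results had been seen, also where a test uses a setting fixed earlier. With 1 pool per diet none of them can separate the diet from a difference between the pools.

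Genes of the exocrine pancreas had a median log2 ratio of 0.94. Over the brightest probesets the median was 1.21 for 15 genes, above all random lists, which leaves noise of dim probesets as an unlikely source. Of the 18 genes in no other cell type list, 12 were at least 1.5-fold higher, but these are the genes that showed the pattern, so the count decides nothing about its source. Spink1 and Reg1 had log2 ratios of 0.08 and 0.40, and their high control signals could hide a small share of pancreas. Pancreatic tissue collected with the intestine and higher expression in the intestine both stay open, also for Cela3b, which the paper discusses.

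Genes of the circadian clock had a median of 0.49. The arm of Per, Cry, Dbp, Tef, Hlf and Ciart had a median of 1.02 and that of Arntl, Clock and Npas2 -0.82, a difference of 1.84 against an SD of 0.25 for random pairs. Opposite arms are what a shift in the time of day or of feeding between pools could give, and so could an effect of the diet on the clock. Noise of dim probesets is unlikely as the whole cause, since the offset of 50 left the median at 0.48 and the other probesets of all members had a median of 0.58, both above all random lists, although a first test on the brightest probesets gave 0.26 for 8 genes at percentile 99.38, just inside the bounds. The other probesets had a median of 0.86 in the Per and Cry arm, with 8 of 9 above 0, but 0.08 for Arntl, Clock and Npas2, so the lower arm may rest on few probesets.

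Genes of B and plasma cells had a median of -0.68, and -0.40 when the kept probesets of each gene were averaged, as for the antibody heavy chain Ighm with -0.93 on its brightest probeset and -0.38 in the mean. Against less lamina propria in the EPA&DHA pool, macrophages lay 0.54 above the B cell list, with an SD of 0.18 for random pairs. Fibroblasts lay 0.33 above it, with an SD of 0.19, but endothelium only 0.08, with an SD of 0.31. T cells lay 0.58 above it, with an SD of 0.18, but their list also holds intraepithelial lymphocytes and decides nothing here. With averaged probesets macrophages lay only 0.27 and fibroblasts 0.05 above the B cell list. Endothelium minus B cells was then -0.20, with an SD of 0.30, so less lamina propria stays open. Fewer lymphoid follicles stay open as well, since follicle genes outside the B cell list had a median of -0.53 for 4 genes at percentile 2.31.

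Lipogenesis and desaturation genes had a median of -0.33, with Acaca at -0.72 and Scd1 at -0.61 but Me1 at 1.14. Glycolysis had a median of -0.28 and came inside the bounds after quantile normalization. NRF2 targets of the oxidative stress response had a median of 0.33, with the probesets of Gsta3 at 1.93 and 0.37 and Gclc at 0.87. Xenobiotic metabolism had a median of 0.44, with the carboxylesterases Ces1g at 1.86 and Ces1d at 1.71. Interferon response genes had a median of -0.26 at percentile 0.28, close to the bound, with Oas2 at -1.42 and Cxcl9 at -1.02. Heat shock proteins had a median of -0.35, with Serpinh1 at -0.90, but 0.01 over the brightest probesets. Genes that respond to glucocorticoids and fasting had a median of 0.45, with Klf15 at 0.82 and Fkbp5 at 0.69, and share Pdk4 and Angptl4 with the PPARα targets and Per1 with the clock. Mast cell genes had a median of -1.22 over only 3 genes, with Mcpt1 at -1.37 and the probesets of Kit at 0.53 and -0.50.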

How the results depend on the processing

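The alternatives for scaling, offset, filter and choice of probeset were fixed before the data were examined, while the counts with 1 array under the filter level were added after the results had been seen. Of the gene list medians under all alternatives, 513 stayed within 1 SD of matched random lists, 48 moved further, and 1 of a list outside its bounds changed sign. Of the values of named genes, 2022 stayed within the local SD, 85 moved further, and 1 of a gene at least 1.5-fold apart changed sign. Lists inside their bounds and genes nearer to 0 changed sign more often and are counted here only by the size of the shift. Of the counts, 33 stayed within 1.5 times and 21 moved further. These criteria differ, so the tallies of counts, lists and genes cannot be compared with each other. Without further scaling nothing moved, because the trimmed means of the deposited signals were already equal. Centring on the median changed every log2 ratio by the same small amount. Each of these settings supplied 57 of the list medians and 265 of the gene values that stayed, with little or no room to move. The tallies therefore overstate how well the results hold under other processing. The cause of the shifts was not tested, and no setting replaces replicate arrays.

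At 2-fold, 232 probesets were higher and 103 lower with an offset of 50, and 372 were higher and 302 lower with an offset at the 25th percentile. Without a filter 5518 were higher and 6863 lower. With a strict filter that kept only the brightest probesets 142 were higher and 30 lower, and with the limit of 3 robust SDs 246 and 79. At 1.5-fold, the counts were 1082 and 1011 with the offset of 50, 8430 and 10408 without a filter, 497 and 274 with the strict filter, and 403 and 115 with 3 robust SDs. With the control array under the filter level, 44 were 2-fold higher with the offset of 50 and 118 with the other offset. With the EPA&DHA array under it, 51 and 181 were 2-fold lower.

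With the offset of 50 the median of cholesterol biosynthesis was -0.58. After quantile normalization, cholesterol uptake was at -0.00897 and steroid dehydrogenases at 0.34. Without a filter ω-oxidation was at 0.35. With the strict filter ω-oxidation was at -0.0186, cholesterol biosynthesis at -0.44 and heat shock proteins at 0.00512, a change of sign for a list outside its bounds. Averaging all kept probesets of a gene gave 0.0231 for peroxisome biogenesis, 0.27 for ω-oxidation, -0.58 for cholesterol biosynthesis, 0.33 for steroid dehydrogenases and 0.64 for PPARα targets. Leaving out probesets that may bind related genes gave 0.38 for ω-oxidation, -0.57 for cholesterol biosynthesis and -0.18 for Pex6, a change of sign for a gene at least 1.5-fold apart.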

Differences from the paper's values

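Most values that the paper prints for single genes lay within 1.5 times of the ratios of the deposited signals, and those that did not are given here. For a probeset of Cpt1a the paper's Table 3 gives 2.60, while the signals gave 4.19. An offset of 50 gave 3.42 and one at the 25th percentile 3.86, within 1.5 times of the paper's value but still above it. For Cpt1a in the text the paper gives 2.9 and the brightest probeset gave 1.31, and for Hadhb the paper gives 2.2 and the brightest probeset gave 1.24. The mean over all kept probesets of the gene gave 2.79 and 1.65, and was the only setting within 1.5 times for both. The paper's text does not name the probesets. Its Table 3 gives 2.87 for another probeset of Cpt1a, which was 3.95-fold higher here, and another probeset of Hadhb was 2.36-fold higher. For Hsd3b2 the paper gives 2.3 and the signals gave 8.04. The probeset shared by Hsd3b2, Hsd3b3 and Hsd3b6, for which Table 3 gives 2.50, was 2.46-fold higher without any offset. For the probeset of Hsd3b2 alone, the offset of 50 gave 2.93, within 1.5 times. The same offset took Acacb from 6.53 to 3.33, where the paper gives 6.9, and the mean over probesets took Hsd17b13 from 2.47 to 1.31, where the paper gives 2.4, so neither setting meets all values.

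The paper counts 155 probesets at least 2-fold apart, with 102 annotated probesets higher and 32 lower. The kept probesets gave 1174, with 453 annotated probesets higher and 493 lower. Only a strict filter that kept the brightest probesets came within 1.5 times of the paper's counts. The paper's counts also required a change p-value and presence on both arrays, which were not used here.

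The paper reports more probesets higher than lower on EPA&DHA, whereas 554 were higher and 620 lower here. More were higher than lower with that filter, at 142 and 30, after centring on the median, at 628 and 545, after quantile normalization, at 667 and 494, and after the loess correction, at 685 and 476. The same held for the offsets, at 232 and 103 and at 372 and 302, and with the limit of 3 robust SDs, at 246 and 79. The paper states that SREBPs were not differentially expressed, and here the log2 ratio was -0.52 for Srebf1 and -0.65 and -0.61 for Srebf2. Srebf2 passed 1.5-fold, but none of these values reached the 2-fold limit of the paper's gene list. That list also required a change p-value, which was not used here, so these values do not contradict the statement.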

Other observations

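Fgf15, the hormone by which the ileum reports bile acids to the liver, had a signal of 452 on the control diet and 55.4 on EPA&DHA, 8.16-fold lower. The bile acid receptor that drives it, Nr1h4, had a log2 ratio of 0.88, and the ileal bile acid genes Slc10a2 and Slc51a were at 0.06 and 0.14. The ileum list had a median of -0.25 at percentile 0.85, but -0.13 after quantile normalization and 0.03 with averaged probesets, so a lower ileum is not settled. The list for duodenum and jejunum was at -0.02. Genes of the respiratory chain and ATP synthase had 0 of 50 measured genes at least 1.5-fold apart and a median of -0.08. The citric acid cycle was at -0.02 and regulators of mitochondrial biogenesis at -0.07, so the higher β-oxidation medians stood without a like difference in these groups. Ketogenesis and ketone use had a median of -0.17, with the ketone-using enzyme Oxct1 at -0.78 on its brightest probeset but 1.02 on its dimmest and -0.12 in the mean. Triglyceride resynthesis and chylomicron assembly was at -0.09, with 0 of 16 genes at least 1.5-fold apart. With averaged probesets this list was at -0.20, at percentile 0.8, still inside the bounds.

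Marker genes gave a picture of the cells in the pools. Goblet cells were at -0.26, tuft cells at -0.39 and Paneth cells at -0.05, while proliferating cells were at 0.11 and crypt base stem cells at 0.00. Goblet cells were at -0.13 after quantile normalization, at percentile 6.5, and tuft cells at 0.15 without a filter. With averaged probesets proliferating cells were at 0.28 and stem cells at 0.34, both outside the bounds, so their values depend on the choice of probeset. All 11 measured smooth muscle genes were below 0, with a median of -0.22, and fibroblasts were at -0.35. Endothelium was the lowest of the stromal lists at -0.60, with 3 of 6 genes at least 1.5-fold lower, at percentile 6.24. In retinoid handling the carotene oxygenase Bco1 was at -1.04 and the retinal dehydrogenase Aldh1a1 at 0.82, with a list median of 0.06. S100g, which carries calcium through the enterocyte, was at 1.35, and Slc15a1, which takes up peptides, at 0.82. Ribosomal proteins had a median of 0.05, but 0.17 with averaged probesets and 0.14 without probesets that may bind related genes, both outside the bounds.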
